A study of Rattus norvegicus with 88 samples. Its data were reported in "The regulatory landscape of multiple brain regions in outbred heterogeneous stock rats" (2022).

How the data were processed

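RNA was sequenced from the orbitofrontal cortex of heterogeneous stock (HS) rats, an outbred stock descended from inbred founder strains. The labels described 88 samples, 45 from males and 43 from females, and gave each rat a batch number. They marked 8 samples as removed: 4 for a low read count, 2 as expression outliers and 2 for a genotype mismatch. None of these 8 had a column in the table, and they were not analysed here. The table held 80 libraries, 41 from males and 39 from females, and 17123 genes named by Ensembl identifiers. Each column matched the identifier in the title of 1 sample, and 0 columns were left without a sample. Libraries are named here by sex and by a replicate number in accession order, which pairs no samples.

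The deposited values were on a log2 scale. According to the methods of the study and the labels, the authors trimmed single-end reads with cutadapt, aligned them to the Ensembl rat transcriptome with RSEM and took its estimated read count per gene. The authors applied an upper quartile adjustment with DESeq2, added a pseudocount of 1 and took log2. By the stated filter, a gene was kept if it had over 1 read in at least 25% of libraries and at least 100 reads in all. On the 80 libraries, 22 genes had more than 1 normalized read in under 25% of libraries and 24 had a summed normalized count under 100. On recovered reads these numbers were 31 and 87. Whether the filter was applied before samples were removed, or to unrounded counts, is not stated.

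Raised back to the linear scale, each value less the pseudocount was a whole number, with a largest relative departure of 3.47e-06. The upper quartile over the genes of the table lay between 884 and 903 in each library. The depth is lost in such scaled values, but the whole numbers that occurred in a library were the multiples of what 1 read was worth there. For each library, the step between 0.6 and 4.5 that best explained which values up to 300 occurred was found by a Poisson likelihood. The step ranged from 0.733 to 3.51 with a median of 1.03. Between 99.7% and 100% of values up to 300 in a library were whole multiples of its step after rounding. Where the step is under 1 this holds by construction, since each whole number is then such a multiple. The share is informative only in the 47 libraries with a step of at least 1, and less so the nearer the step is to 1. In 77 libraries the log-likelihood exceeded that of any step over 2% away by more than 10. The libraries short of this gap, female 15, female 24 and male 43, had steps of 0.986, 0.98 and 0.996. On 40 simulated libraries of 17123 genes the step was recovered within 1% in 40. The simulated steps were spread evenly over about the range observed, so steps near 1 were rarer among them than in the data. Dividing by the step gave recovered reads, in which neighbouring numbers of reads cannot be separated where the step is under 1. A share of 0 reads allows up to 3 reads, and such limits cover counting error only. The reads carried no molecular identifiers.

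The models used limma 3.58.1 in R 4.3.3 with lmFit and eBayes with a mean trend, on the deposited log2 values. Adjusted p-values are those of limma after Benjamini-Hochberg adjustment over all genes in the model, with a threshold of 0.05. The sex difference was fitted on all 80 libraries with rat batch as a factor. The difference between rat batches was a moderated F test across batches 2, 3, 4 and 6 with sex as a covariate, since batch 5 held 1 rat. The interaction of sex and batch was a moderated F test on the same libraries. Log2 differences are on the log2(normalized count + 1) scale, which understates the change of low genes. Principal components were taken from the gene-centred matrix, and the first 5 were tested against sex and against batch by 100000 permutations, with Benjamini-Hochberg adjustment over the 10 tests. The smallest p these can give is 1e-05. The spread among rats was the residual SD of each gene after sex and batch were removed. The study states no sex or batch test. Its mapping used 20 components as covariates, which was one of the alternatives.

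On simulated reads of 17123 genes with 200 genes changed by 1 on the log2 scale, the sex model recovered 95.5% of them, the batch model 93.5% and the interaction model 77.0%. With changes of 0.5 they recovered 81.0%, 82.5% and 34.0%. False calls were at most 5.45% of the genes called, and with no gene changed the sex model called 0 genes. In a simulation of 2000 genes the first component held 83.9% of the variance, against 83.5% planted. The versions used were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

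The genes named were set by a rule written before the data were examined. For sex these were the 10 genes with the largest difference past the threshold that went the same way in batches 2, 3, 4 and 6, and for batch the 5 with the smallest p. For the interaction they were up to 5 genes past the threshold, and for the spread the 5 genes with the largest SD among those with a mean of at least 3. The files used as data here do not pair the Ensembl identifiers with gene names. The supplementary material of the study pairs some of them with names, but no names were taken from it. The RefSeq gene table for assembly GRCr8 held 0 Ensembl identifiers, so 0 of the 17123 matched. At most 2 identifiers that rose and 2 that fell are therefore printed for a comparison. Gene lists by name, a check of each sex label on named sex chromosome genes, marker scores for cell types and the co-expression of neighbouring genes had been planned, and were not run because they need names or positions. In place of the label check, genes whose male and female values were at least 2 apart on the log2 scale were chosen without a batch and applied to the rats of that batch.

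The columns of the table ran in 3 stretches within which the rat identifiers ascended, of 21, 13 and 46 libraries. No label explains them. They were treated as a technical batch found after the data were seen, and never as a group of the study. Stretch 1 held 14 rats of batch 2 and 7 of batch 3, and stretch 2 held 1 of batch 2 and 12 of batch 3. Stretch 3 held 3 rats of batch 3, all 26 of batch 4, the rat of batch 5 and all 16 of batch 6. Alternatives set before the data were examined were pseudocounts of 0.1 and 10, a mean of at least 3, quantile normalization, an inverse normal transformation of each gene, limma without a trend, array weights, other covariates and leaving out or keeping single batches. Alternatives chosen after seeing the data were terms for the column stretch or for log2 depth, 20 components in the batch model, limma's voom weights on the recovered reads, and fits within 1 stretch. Also chosen then were fits without the library with most genes at 0, with 1 gene of each set of identical values, and with the stretch removed from the spread. Each count of genes differing between sexes, batches or stretches, and the interaction, was compared with 100 splits of the libraries, the real one included, which permuted sex within batch, batch within sex, or stretch within sex or within sex and batch.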

Results

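Gene expression was measured by RNA-Seq in the orbitofrontal cortex of 80 HS rats, 41 males and 39 females. The rats carried a batch number in the labels. Batch 2 held 11 males and 4 females, batch 3 held 10 males and 12 females, and batch 4 held 12 males and 14 females. Batch 6 held 8 males and 8 females, and batch 5 held a single female. The table listed 17123 genes, of which 14159 were above 0 in every library and 14803 had a mean of at least 3 on the log2 scale.

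The depth recovered from the values ranged from 5.67 to 25.6 M reads per library (M is the prefix mega), with a mean of 18.0 ± 3.65 M (SD, n = 80). It was 17.5 ± 4.45 M in males (SD, n = 41) and 18.5 ± 2.53 M in females (SD, n = 39). With sex permuted within batch, log2 depth did not differ between the sexes (permutation test, two-sided p = 0.0791). Depth differed between batches 2, 3, 4 and 6, which accounted for a share of 0.180 of the variance of log2 depth (permutation test within sex, p = 0.00206). The means were 16.8 ± 3.91 M in batch 2 (SD, n = 15), 16.1 ± 3.88 in batch 3 (SD, n = 22), 19.2 ± 3.18 in batch 4 (SD, n = 26) and 20.0 ± 2.13 in batch 6 (SD, n = 16). Between 283 and 1628 genes were listed at 0 in a library, with a median of 509. The 10 genes with the highest counts took 7.12% to 17.5% of the normalized counts of a library. Pearson correlations of log2 values across genes ranged from 0.938 to 0.984 over the 3160 pairs of libraries, and no pair of libraries held identical values.

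**Figure D1:**
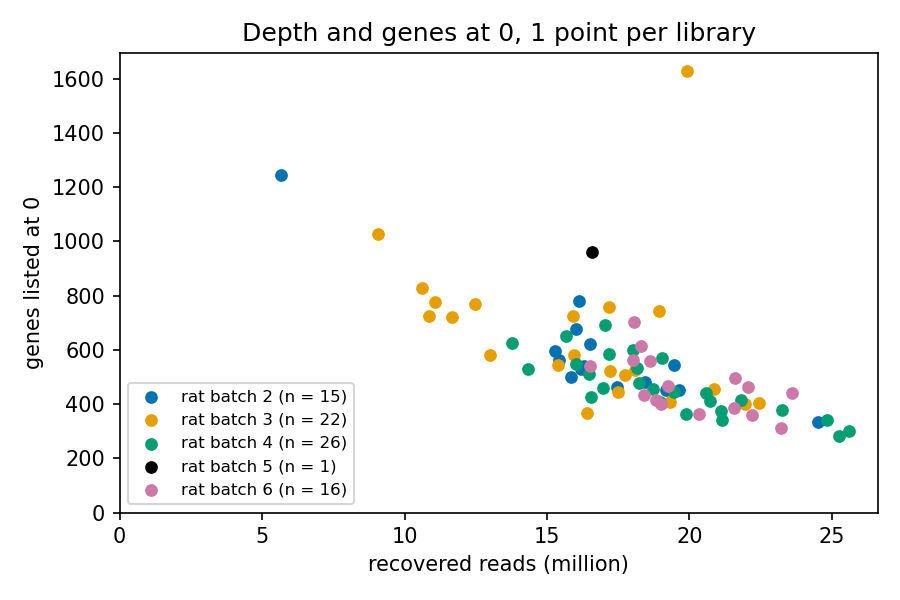
Genes listed at 0 against recovered M reads, with a point per library coloured by rat batch. The library with 1628 genes at 0 had 19.9 M reads, and the library with the lowest depth had 5.67 M reads and 1244 genes at 0.

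The first comparison asked which genes differed in level between males and females once rat batch was accounted for. At a limma adjusted p under 0.05, 20 genes differed, 10 higher in males and 10 higher in females. Among them 19 went the same way in batches 2, 3, 4 and 6. In 8 genes the difference was at least 1 on the log2 scale, 7 higher in males and 1 higher in females. In the other 12 genes the absolute difference lay between 0.09 and 0.61. The counts farthest from this were 9 genes in batch 3 alone, 9 in column stretch 2 alone and 31 with array weights.

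ENSRNOG00000057231 was 9.25 higher in males on the log2 scale (SE 0.15, limma adjusted p = 3.66e-64). Its log2 values were 10.42 ± 0.34 in males (SD, n = 41) and 1.19 ± 0.98 in females (SD, n = 39). The normalized count ranged from 755 to 2016 in males and from 0 to 11 in females, and 7 females had more than 3 recovered reads. ENSRNOG00000060048 was 9.16 higher in males (SE 0.15, limma adjusted p = 9.47e-65), with log2 values of 10.18 ± 0.12 in males (SD, n = 41) and 1.02 ± 0.92 in females (SD, n = 39). Its normalized count ranged from 962 to 1400 in males and from 0 to 6 in females. Both differences were larger than the spread among rats of either sex.

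ENSRNOG00000051257 had the largest difference among genes higher in females, with a log2 difference of -7.93 (SE 0.15, limma adjusted p = 6.02e-60). Its log2 values were 1.38 ± 0.86 in males (SD, n = 41) and 9.38 ± 0.81 in females (SD, n = 39). The normalized count ranged from 0 to 10 in males and from 200 to 1274 in females. Within females it ranged from 246 to 464 in batch 2, from 200 to 663 in batch 3, from 825 to 1274 in batch 4 and from 937 to 1163 in batch 6. ENSRNOG00000012886 followed with a log2 difference of -0.61 (SE 0.14, limma adjusted p = 0.0280) and overlapping ranges, from 7 to 68 normalized counts in males and from 13 to 114 in females. Another of the 10 genes, also higher in females, had a log2 difference of the same size, -0.61 (SE 0.02, limma adjusted p = 1.46e-42), with no overlap: 1784 to 2284 normalized counts in males and 2604 to 3605 in females. ENSRNOG00000012886 fell short of the threshold in 14 of 25 alternatives, for example with no batch term (adjusted p = 0.572). Its adjusted p ranged from 0.00690 to 1.000 over the alternatives.

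**Figure D2:**
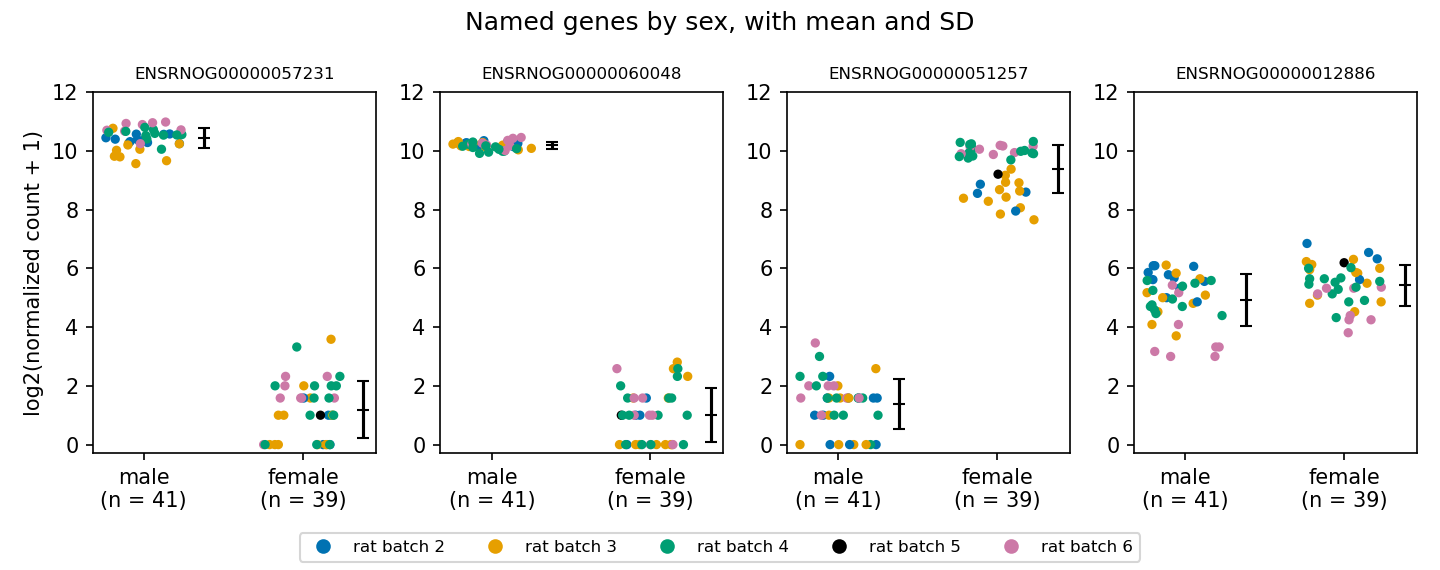
Log2(normalized count + 1) of the named genes in 41 males and 39 females, with a point per library coloured by rat batch, and bars for the mean and SD. In ENSRNOG00000057231, ENSRNOG00000060048 and ENSRNOG00000051257 the sexes do not overlap, and in ENSRNOG00000012886 they do.

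The sex labels were checked with genes chosen without the batch being checked. In each case 4 genes higher in males and 1 gene higher in females had a gap of at least 2 between the sexes. All of these genes placed each of the 80 libraries with its labelled sex, and 0 libraries disagreed with their label. An exchange of both labels throughout would not show in this check. Within single batches the sex model called 14 genes in batch 2, 9 in batch 3, 10 in batch 4 and 10 in batch 6. Within column stretches 1, 2 and 3 it called 21, 9 and 14 genes, of which 9, 8 and 14 were among the 20. Of the 20 genes, 7 were among those called in batch 2 alone, 9 in batch 3, 10 in batch 4 and 8 in batch 6.

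The second comparison asked how far the rat batches differed in expression. Across batches 2, 3, 4 and 6, 11078 genes (64.7% of the genes) differed at a limma adjusted p under 0.05. The differences were mostly small. The range between the highest and the lowest batch mean had a median of 0.35 on the log2 scale in the genes called, and was under 0.50 in 67.9% of them. It was at least 1 in 665 genes with a mean of at least 3. The alternative that moved the count most was 20 principal components as covariates, which left 1 gene. Among pairs of batches, 1286 genes differed between batches 2 and 3 and 2364 between batches 4 and 6. Between batches 2 and 4 there were 8170 genes, between 2 and 6 there were 9191, between 3 and 4 there were 7155 and between 3 and 6 there were 8359. Relative to batch 2, 4657 genes were higher and 4534 lower in batch 6, and 543 were higher and 743 lower in batch 3. The median absolute difference of the genes called ranged from 0.22 between batches 2 and 3 to 0.36 between batches 2 and 6.

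The smallest p belonged to ENSRNOG00000027791 (limma adjusted p = 4.2e-28). Its log2 values were 7.71 ± 0.42 in batch 2 (SD, n = 15) and 6.09 ± 2.66 in batch 3 (SD, n = 22). In batch 4 it was at 0 in all 26 libraries, and in batch 6 it was 0.21 ± 0.83 (SD, n = 16). It was next followed by ENSRNOG00000060293 (limma adjusted p = 4.34e-26), which was 9.35 ± 0.16 in batch 2 (SD, n = 15), 9.08 ± 0.34 in batch 3 (SD, n = 22), 8.11 ± 0.21 in batch 4 (SD, n = 26) and 8.21 ± 0.18 in batch 6 (SD, n = 16). Among the 5 genes with the smallest p, ENSRNOG00000047386 rose from 10.10 ± 0.20 in batch 2 (SD, n = 15) to 11.26 ± 0.13 in batch 6 (SD, n = 16), with a limma adjusted p of 5.39e-25.

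Rat batch and column stretch overlapped but were not the same. ENSRNOG00000060293 also followed the stretch, with 387 to 792 normalized counts in stretches 1 and 2 and 172 to 376 in stretch 3. The 3 rats of batch 3 in stretch 3 had 311 to 345, and the 19 other rats of batch 3 had 387 to 713. With the stretch as a further term, 3178 genes differed between batches. Inside stretch 3, 2364 genes differed between batches 4 and 6 and 0 between batches 3 and 4, where 2098 had an unadjusted p under 0.05 and batch 3 had 3 rats. Inside stretch 1, 345 genes differed between batches 2 and 3. Inside batch 3, 1914 genes differed between the stretches.

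The third comparison asked whether the sex difference was the same in each batch. The interaction was past the threshold in 0 genes, and 451 genes had an unadjusted p under 0.05, fewer than the 856 expected by chance. The smallest adjusted p was 0.102. The count was also 0 in 8 of 9 alternatives. With a pseudocount of 10 it was 2 genes, ENSRNOG00000051257 (limma adjusted p = 2.51e-10) and ENSRNOG00000060617 (limma adjusted p = 0.00643). Both were chosen after their values were seen. The second was higher in males, with 97 to 234 normalized counts in males of batch 3, 217 to 349 in males of batch 6 and at most 6 in females.

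The first 20 principal components, the number the study used as covariates, held 52.9% of the variance. An even share would be 25.3%. The first component held 14.1%, the second 4.09%, the third 3.73%, the fourth 3.25% and the fifth 2.72%. The alternative that moved the total most was scaling genes to unit variance, with 66.3%. Over the 79 libraries of batches 2, 3, 4 and 6, rat batch accounted for 83.6% of the first component, 33.4% of the second and 31.2% of the fifth (permutation tests, adjusted p = 2.5e-05 for each, from the smallest p the permutations can give). Over all 80 libraries, the column stretch accounted for 86.2% of the first component, 4.69% of the second and 39.7% of the fifth, against 83.6%, 33.7% and 34.2% for rat batch, and these shares were not tested. Sex accounted for 65.7% of the fourth component (permutation test, adjusted p = 2.5e-05) and 1.09% of the first (permutation test, adjusted p = 0.516). Genes were centred but not scaled, so the few genes with large sex differences weigh more, and the fourth component was not computed without them. The other tests of sex had adjusted p from 0.11 to 0.746. Batch was not past the threshold for the third component (3.57%, permutation test, adjusted p = 0.543) or the fourth (0.764%, permutation test, adjusted p = 0.900). Over all 80 libraries, which include the single rat of batch 5, rat batch accounted for 18.9% of the third component. That share was not tested. Inside batch 3, the 3 rats of stretch 3 had scores of -14.1 to -10.8 on the first component, and the 19 other rats had scores above 0.

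**Figure D3:**
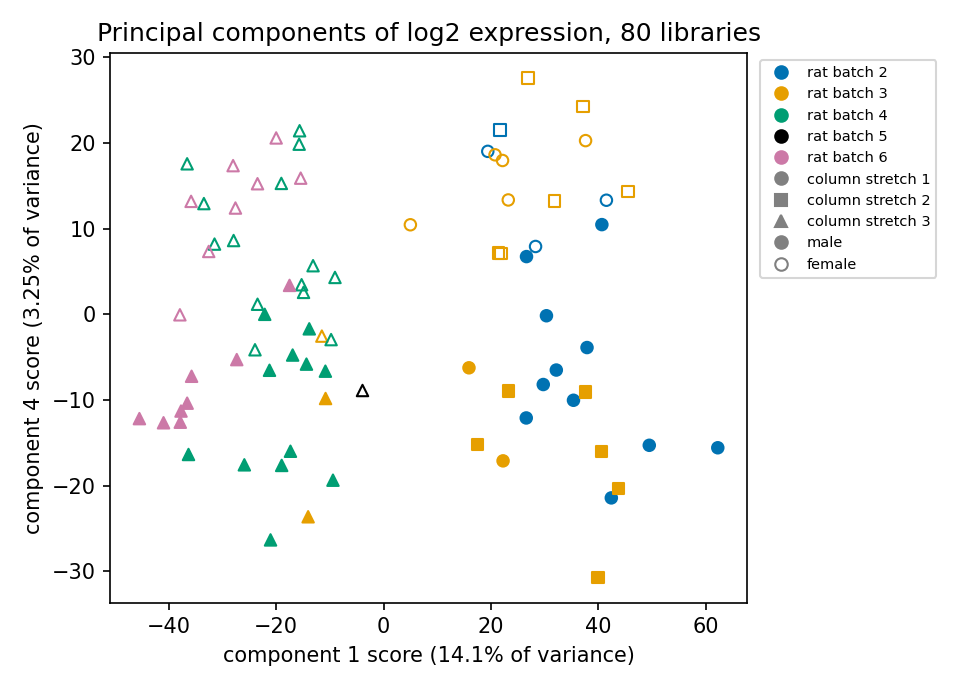
Scores of 80 libraries on the first (14.1% of variance) and the fourth (3.25%) components of log2 expression, by rat batch (colour), column stretch (marker) and sex (filled for males). Libraries of stretch 3 lie below 0 on the first component, including the 3 of batch 3, and the fourth component separates most males from most females.

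A typical gene with a mean of at least 3 had a median of 22.1% of its variance with rat batch, 16.7% with the column stretch, 0.529% with sex and 67.6% with the first 20 components. The number of terms alone gives 5.06%, 2.53%, 1.27% and 25.3%. The spread among rats that remained after sex and batch were removed had a median SD of 0.20 on the log2 scale over these 14803 genes, with quartiles of 0.14 and 0.34. It was over 1 in 296 genes and over 2 in 84, but with a pseudocount of 10 these numbers were 114 and 20. The alternative that moved the median most was the removal of 20 components, with 0.14. The largest SD was 4.67, in ENSRNOG00000007219, which had at most 3 recovered reads in 41 rats and at least 100 normalized counts in 39. Next was ENSRNOG00000030704, with an SD of 4.55, at most 3 reads in 26 rats and at least 100 normalized counts in 49.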

Values the study reported

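The study reported brains from 88 HS rats, of which 43 were male and 45 were female. Raw reads averaged 26.7 M per sample over all brain regions. Across the brain regions, the study counted between 16 456 and 16 814 expressed genes per region. Its mapping of expression used 28 covariates, of which 20 were principal components of a region's expression matrix.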

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

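The terms for column stretch and depth, voom weights, fits within a stretch, fits without the library with most genes at 0 or without repeated values, and 20 components in the batch model were chosen only after the data were seen. The 3 named genes with the largest sex differences kept their direction and stayed past the threshold in each of the 25 alternatives. The fourth, ENSRNOG00000012886, kept its direction in all 25 but was past the threshold in 11. Its adjusted p in the 14 others ranged from 0.0580 to 1.000. The cause was not tested, though 11 of these fits used fewer rats than the full table.

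The number of genes differing between the sexes lay between 14 and 23 in 18 of 25 alternatives. These were not always the same genes: of 21 genes in column stretch 1 alone, 9 were among the 20. Array weights gave 31 genes, of which 19 were among the 20, and the cause was not tested. Fits on fewer rats gave 13 genes without batch 4, 9 in batch 3 alone, 10 in batch 4 alone, 10 in batch 6 alone and 9 in column stretch 2 alone. With 20 principal components as covariates 10 genes remained, of which 7 were among the 20. The components held 96.6% of the variance of the sex label itself, and whether this is the cause was not tested.

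The number of genes differing between rat batches stayed between 9022 and 11599 in 15 of 17 alternatives, which include voom weights on the recovered reads (10855 genes) and a depth term (10516 genes). It was 3178 with a term for the column stretch and 1 with 20 components, where 1670 genes had an unadjusted p under 0.05. The stretch overlaps rat batch, so its term takes up part of the differences between batches. The 20 components held 61.2% to 68.8% of the variance of the labels of batches 2, 3, 4 and 6, each taken against the rest. For the 3 column stretches they held 87.3% to 93.8%. Whether this is the cause of the fall to 1 gene was not tested.

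The interaction gave 0 genes in 8 of 9 alternatives and 2 with a pseudocount of 10. In that setting the scatter of near-zero values is damped. ENSRNOG00000051257 was near 0 in males of each batch and differed between batches among females. By column stretch, its normalized count in females was 246 to 573 in stretch 1, 200 to 480 in stretch 2 and 588 to 1274 in stretch 3. No interaction fit had a term for the stretch, so batch and stretch were not separated for this gene. ENSRNOG00000060617 was near 0 in females and differed between batches among males. Such differences within 1 sex appear as an interaction.

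The 20 components held 66.3% of the variance with genes scaled to unit variance, 62.8% with a mean of at least 3, 64.3% with a pseudocount of 10, 51.3% after quantile normalization and 52.6% without the library with most genes at 0. The median spread of 0.20 became 0.196 with a pseudocount of 10 (where the number of genes over 1 fell from 296 to 114), 0.142 with 20 components removed and 0.197 with the column stretch removed. Removal of more terms lowers an SD by construction where they explain variance.

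The alternatives planned for neighbouring genes and for marker lists were not run, since both need positions or names. Depth limits the low genes: at a step under 1, neighbouring read numbers cannot be separated, and 0 reads allow up to 3 reads. No paired analysis was possible because the replicate numbers follow accession order and pair no rats.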

Other observations

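Most tests here were chosen, or their outcome was known, only after the result was seen. The exceptions, set out before their own values were computed though for patterns already noticed, were the splits of stretch 3 inside batch 3 and of the genes without overlap, the depth term inside batch 3, the depth tests for female 10 and for the genes low or high between rats, the share of even read numbers, and the tests of the opposite pair.

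Chance splits of the libraries did not give the counts between groups. Of 100 splits that permuted sex within batch, 1 gave as many as 20 genes, the real one, and the largest count among the others was 2. Of 100 splits that permuted batch within sex, 1 gave as many as 11078 genes, and the largest count among the others was 2. For each of the 6 pairs of batches, 1 of 100 splits gave as many genes. The largest count among the others was 22 for batches 2 and 3, 1414 for 2 and 4, 2261 for 2 and 6, 1212 for 3 and 4, 523 for 3 and 6 and 2 for 4 and 6. For the interaction, 100 of 100 splits gave at least 0 genes by construction, and 91 of them gave at least 451 genes at an unadjusted p under 0.05.

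The differences between rat batches were examined for technical sources. Depth differed between batches, but 10516 genes still differed with a log2 depth term. With a term for the share of the 10 highest genes 10952 genes differed, and after quantile normalization 10996, so neither the authors' scaling nor a few abundant genes accounts for the whole. The column stretch is not the whole cause either, since batches 4 and 6 differed in 2364 genes inside stretch 3. Rat batch is not the whole cause, since 1914 genes differed between stretches inside batch 3. In both cases 1 of 100 splits gave as many genes. The same held inside batch 3 for stretch 1 against 2 (326 genes), for stretch 3 against the others (1196 genes), for batches 2 and 3 inside stretch 1 (345 genes), and for stretch beside sex and batch (3286 genes): 1 of 100 splits each. The largest counts among the other splits were 16, 442, 1 and 863, in that order. Between batches 3 and 4 inside stretch 3, the count was 0, which 100 of 100 splits reach by construction. For the 2098 genes at an unadjusted p under 0.05 there, 4 of 100 splits gave as many, so a difference is not excluded. What the rat batches share besides their number, such as season or housing, was not tested.

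Counted by genes without overlap, the order of the columns marked a sharper division than 1 grouping of the batches did. Other measures were mixed. A typical gene had a median of 22.1% of its variance with rat batch and 16.7% with the stretch, where terms alone give 5.06% and 2.53%. The stretch accounted for 86.2% of the first component and rat batch for 83.6%. For the second component these shares were 4.69% and 33.7%. Between the 46 libraries of stretch 3 and the 34 others, 18 genes did not overlap, 5 higher and 13 lower in stretch 3, and 1 of 100 splits gave as many, the real one. The other splits gave at most 0. Between batches 4, 5 and 6 and batches 2 and 3, 0 genes were without overlap. ENSRNOG00000027791 had 7 to 370 recovered reads in the 34 libraries of stretches 1 and 2. In stretch 3 it had 0 reads in 45 libraries and 9 in the other, and these 45 include the 3 rats of batch 3. The 19 other rats of batch 3 had 7 to 227 reads. On the first component the 3 rats of batch 3 in stretch 3 lay apart from the 19 others (two-sided exact permutation test, p = 0.000649, the smallest that 1540 splits can give). Depth is not the whole cause, as 1780 genes still differed between stretches inside batch 3 with a depth term. A candidate explanation is a library or sequencing batch that follows the column stretches and that no label records. A family or cohort difference within batch 3 remains open and was not tested.

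An explanation by allocation of reads was tested for the pair of genes with the most opposite values. Over 14745 genes with a mean of at least 3, with 18 genes differing between the sexes and 40 repeats of identical values left out, ENSRNOG00000049895 and ENSRNOG00000050374 were the pair with the lowest correlation. They were chosen after their values were seen. In 28 rats ENSRNOG00000050374 had at most 3 reads, and ENSRNOG00000049895 had 523 to 699 normalized counts. In the 52 other rats ENSRNOG00000049895 had 112 to 169, and ENSRNOG00000050374 took 74.5% to 76.5% of the sum of both. The SD over all rats was 1.02 for the first gene and 4.18 for the second on the log2 scale, and 0.150 for their sum. The sum ranged from 460 to 699 normalized counts. The steady sum would follow if reads of one source were listed under either gene, though no sequence was used here. In the 28 rats ENSRNOG00000050374 took at most 0.157% of the sum, so no rat had an intermediate share. This argues against a share that follows how many copies of a sequence a rat carries. What sets the share was not tested. Rat batch is not the whole cause, since both kinds of rat occurred within each of batches 2, 3, 4 and 6. ENSRNOG00000050374 was high in 10 of 15, 21 of 22, 14 of 26 and 7 of 16 rats, and this share differed between batches (permutation test, p = 0.00946 adjusted over the 24 genes low in some rats and high in others). The correlation within these batches, -0.940 at its weakest, only restates the split into 2 kinds of rat. An association of either gene with nearby variants may therefore reflect read allocation, and the sum varied less than either gene.

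Some genes had identical values in each of the 80 libraries. There were 49 such sets, 42 of them of 2 genes and the largest of 10. Of the genes in these sets 102 were counted among those differing between batches, and 0 among those differing between the sexes. With 1 gene of each set, 17045 genes remained, of which 11006 differed between batches and 20 between the sexes. If the reads of one sequence were divided evenly between 2 identifiers and the quotient then rounded to the even number, 75% of low read numbers would be even. In 47 libraries with a step of at least 1, 59.3% of 1248 values of 1 to 100 reads in sets of 2 were even (95% Wilson interval 56.5% to 62.0%), against 48.3% in other genes. The excess of even numbers points the same way, but the interval lies below 75%, so the prediction as stated was not met. Values under 1 read were left out of the count, and the prediction was not worked out for this. The test therefore does not decide on an even division. No biological explanation was tested.

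Some genes were low in part of the rats and high in others. In 24 genes that did not differ between the sexes, at least 8 rats had at most 3 reads, at least 8 had at least 30, and at most 2 lay between. This definition was settled after a wider list had been looked at. The number of low rats ranged from 8 to 58 of 80. Depth is not the cause, since the fewest reads expected in a low rat from the median of the high rats was 25.7. Rat batch is not the whole cause, since 20 of the 24 genes had low and high rats in each of batches 2, 3, 4 and 6. This test was added after 7 of the genes had been found to differ between batches (permutation tests of 100000 resamples, adjusted p under 0.05 over the 24 genes). Between stretches 10 differed. These genes include ENSRNOG00000050374 of the pair above. In the others, inherited variants and reads moved to another gene are open explanations and were not tested.

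In 4 of 41 males (male 3, male 11, male 13 and male 44) a pair among the 10 genes with the largest sex difference was at 0 reads. In the 37 other males these genes had 27 to 142 and 3 to 21 reads. In females they had at most 2 reads and 0 reads. Depth is not the cause: the 4 males had 18.0 to 21.1 M reads, and at least 82.6 reads of the first gene were expected in each. A mislabelled sample is argued against by 4 other genes, chosen without these males as at least 2 higher on the log2 scale in each of the 37 other males than in any female. They had at least 143 normalized counts in the 4 males and at most 11 in females. The 4 males came from batches 2, 4 and 6, in which all 27 other males had over 3 reads of the first gene, so rat batch does not account for it. A random set of 4 males would be the same for both genes with a chance of 9.87e-06. Reads shared between the pair and an inherited absence of both cannot be told apart without their sequences and positions.

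Female 10, of batch 3, had 1628 genes at 0 at a depth of 19.9 M reads, and the next highest number was 1244. Counting error at its depth gives 178 genes at 0. The observed number was 9.16 times that, against 1.32 to 4.20 times in the 79 other libraries, so low depth is not the cause. For genes with 5 to 15 expected reads, the median squared deviation over the expected reads was 5.30, against a median of 1.19 and a largest value of 2.13 in the other libraries. For 15 to 40 expected reads it was 5.42, against a largest value of 2.92, and for 40 to 100 it was 5.65, against a median of 1.89 and a largest value of 4.13. Its scatter was thus similar in these ranges, while that of the other libraries rose, and the ratio to their median fell from 4.47 to 2.99. A candidate explanation is a library with few distinct molecules read many times. Dividing its depth by the ratio of 4.47 gives 1144 genes at 0, and 2946 when scaled by the median excess of the other libraries. The observed number lies between, so the test does not decide, and it concerns a single library. Its median correlation with the others was also the lowest, at 0.953. Without it, 18 genes differed between the sexes and 11076 between batches. No biological explanation was tested.

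The labels of the 88 samples give 45 males and 43 females. The counts quoted from the study above are exchanged between the sexes. The check of the sex labels used genes chosen by the labels, so it does not show which of the counts is right.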
